A study of Drosophila melanogaster with 4 samples.

How the data were processed

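The data were RNA sequencing libraries of whole larvae, 2 of wild type (Oregon R) and 2 of Smn mutants. Groups and replicate numbers came from the sample titles. Per the deposited readme, the authors aligned reads with TopHat 2.0.8 and Bowtie2 2.1.0 to the dm3 assembly. Per the same readme, MISO 0.4.8 was run on modENCODE splicing events, with pairwise comparison of libraries, here each wild type with each mutant library, in 20 files over 5 event types. Per the file headers, each file holds, for every event and library, the fraction of the first isoform as a posterior mean with the bounds of its interval, a Bayes factor (a ratio of evidence), and the number of read pairs in each class of isoform compatibility. These deposited fractions are rounded to 0.01. The first isoform is the retained form of a retained intron and the inclusion form of a skipped exon. The smallest number of read pairs of a listed event was 20, so genes silent in a library are not seen. Where a library appeared in several files its values were identical.

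Exon usage tables were made by the authors with DEXSeq 1.0.2 or later after Samtools 0.1.19, per the deposited readme. Per the file headers, they hold a log2 fold of exon bin usage, a p-value and adjusted p-value, and a mean normalized count, which is a signal averaged by the authors over libraries. One table compares mutants with wild type. The others compare published modENCODE libraries of the third instar at puff stage 1-2 (3 libraries) with second instar (2) and with the third instar at 12 hours (2). The bins carry no coordinates. Of 14869 gene identifiers, 13523 had a name in the reference.

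From the read classes, log2((first + 0.5)/(second + 0.5)) of isoform-specific read pairs was computed for events with at least 20 such pairs in every library. It was fitted on the group with limma 3.58.1 in R 4.3.3, with weights from the counting variance, moderated variances and Benjamini-Hochberg adjustment within each event type. Read pairs are not independent molecules, so such weights cover counting error only. Mutually exclusive events with more than 2 isoforms (5) were left out. Spliced read pairs of retained intron events with at least 20 in at least 2 libraries were scaled to their total per library and tested with limma's trend option on log2 values with a pseudocount of 0.5. With 2 libraries per group, exact permutation tests of single values cannot go below a two-sided p of 0.33. Sets of introns were tested with camera at a preset correlation of 0.01. Signs and overlaps of exon usage were tested with Fisher's exact test in SciPy 1.17.1, and stratified by decile of expression in statsmodels 0.14.6.

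The reference was of the dm6 assembly, and no coordinates were converted. Events were matched to genes by the lengths and relative positions of their exons and introns, with at least 1 intron and 2 features in agreement and a single best match. A match was kept where at least 2 of the 10 nearest matched events had the same displacement, which removed 517 of 23178 matches. Of the 23758 retained introns, 15943 received a gene name, and mutually exclusive events received none. Coordinates given are dm3, from the authors' event names. Minor-class introns were those of 60492 annotated introns that begin with A or G followed by TATCC and T or C, and hold a sequence with at most 1 mismatch to the 9 base branch sequence ending 5 to 40 bases before the intron end. This gave 7 introns. A wider rule, an A or G followed by TATCCTTT and at most 3 mismatches, gave 18 introns, 12 with an event. It was chosen after the sequences were seen and before the splicing values. A list of 18 genes written from memory served as another set, which held every matched retained intron event of these genes, minor-class or not. All 18 names were found in the reference, and 15 of the genes had an intron in the wider set.

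The functions were tested on simulated read classes with known changes and a replicate SD of 0.5 log2 units besides sampling noise. With nothing changed, 5.51% of retained introns had an unadjusted p under 0.05 and 0 were called. With 200 of 9957 introns changed by 4 log2 units, the spliced read fit called 200 of the 200, and 7.41% of its calls were false. That simulation gave every library the same SD. The observed root mean square difference was 1.14 log2 units between wild type and 0.454 between mutant libraries, so its rates may not hold for the data. The retained intron fit as specified called 0 of 200 changes of 4 log2 units among 11481 introns. A fit restricted to 3302 introns with a mean of at least 10 read pairs of each isoform called 115 of 200. Among skipped exons the fit as specified called 19 of 187 changed events. For 1579 alternative 5′ splice sites the fit as specified called 22 of 200. The fit as specified was kept as the reported one, and the restricted one is given beside it.

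The tests, their designs, the gene list and the rule for naming genes were fixed before the data were examined, except where stated. Genes named were Smn; up to 3 events per type with the largest difference in mean fraction among those past the threshold with separate groups; up to 5 minor-class introns with the most isoform-specific read pairs; up to 3 introns with the largest rise and 3 with the largest fall in spliced read pairs; and 3 genes with the lowest p in the authors' exon table. Among the falls, a further intron of a gene already named was not counted. Gene symbols and identifiers are those of the reference. Alternatives tried were other minimum read numbers, pseudocounts, weights, scalings, thresholds, sets and set tests, the fractions in place of read classes, the replicate number as a block, and leaving out each library. Gene expression tables and genome tracks were not analysed here. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used.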

Results

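Messenger RNA splicing was measured by RNA sequencing of whole Drosophila melanogaster larvae carrying mutations in Smn and of Oregon R larvae, the wild type strain. Smn encodes the survival motor neuron protein, which takes part in assembling the small nuclear ribonucleoproteins of the spliceosomes. Larvae of both groups were collected at 74 ± 2 h after egg laying and grown at 24 ± 1 °C, and each group had 2 libraries of polyadenylated RNA. The series asks whether a delay in development accounts for differences in the expression of genes that hold minor introns, which are removed by a separate, rarer spliceosome. The values were read pairs assigned to the alternative forms of annotated splicing events on the dm3 assembly, and tables of exon usage. Events listed in all 4 pairings of a wild type and a mutant library numbered 1864 for skipped exons, 356 for alternative 3′ splice sites, 3120 for alternative 5′ splice sites, 68 for mutually exclusive exons and 23758 for retained introns. Over the retained intron events, the wild type libraries held 26532409 and 18702512 read pairs and the mutant libraries 28708594 and 27366963. The median event had 191 and 152 read pairs in the wild type libraries and 244 and 253 in the mutant libraries. Events overlap, so these sums are not the libraries' total depth, which is unknown here.

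The mutated gene, Smn (FBgn0036641), formed 1 exon bin in the authors' deposited table of mutants against wild type, with a mean normalized count of 110 over the libraries. A gene of 1 bin has no exon usage test, and no splicing event matched Smn. The level of Smn was therefore not measured per library here, and the sample labels were not checked against it.

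The first comparison asked which splicing events differed between mutants and wild type. Each event was tested with limma on the log2 ratio of read pairs specific to the first isoform over those specific to the second, with Benjamini-Hochberg adjustment within the event type at 0.05. No event passed among 939 skipped exons, 158 alternative 3′ splice sites, 1579 alternative 5′ splice sites and 43 mutually exclusive exons. At an unadjusted p under 0.05 there were 119, 15, 284 and 9 of them. Of 11481 retained introns, 45 passed, 42 with more retention in mutants and 3 with less, and 2355 (20.5%) had an unadjusted p under 0.05. Counts from this fit are weak evidence of absence. In simulated data with 200 retained introns changed by 4 log2 units and a replicate SD of 0.5 log2 units besides sampling noise, the same fit called 0 of the 200. Of the tested introns, 71.2% had a mean under 10 read pairs of an isoform. In a simulation of the 3302 introns with a mean of at least 10 read pairs of each isoform, 57.5% of the changed introns were called and 5.74% of the calls were false. With that minimum, chosen after the data were seen, limma called 400 of the 3302 introns, 364 with more retention in mutants and 36 with less, and 44 of the 45 were among them. Minimum means of 1, 5 and 20, also tried then, gave 691, 528 and 325 introns. The minimum of 10 gave 28 of 433 alternative 5′ splice sites, 1 of 26 mutually exclusive exons, 0 of 210 skipped exons (38 at an unadjusted p under 0.05) and 0 of 36 alternative 3′ splice sites (6 unadjusted). In simulations at this minimum with the same change and SD, 85.7% of 42 changed skipped exons and 81.4% of 86 changed alternative 5′ splice sites were called. The root mean square difference between wild type libraries over the 210 skipped exons was 1.25 log2 units, against 0.99 simulated, and between mutant libraries 0.70, against 0.84. The wild type libraries thus differed more than simulated, and the rate of detection at their spread was not tested. Smaller changes of single events were not simulated at this minimum. On the logit of the authors' fractions, 705 retained introns passed, the largest count among the alternatives that used the libraries at full depth.

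Among the 45 introns, the retained fraction, given as the authors' posterior mean, did not overlap between the groups in 42. Its absolute difference was 0.14 at the median and at least 0.2 in 17. The largest differences were in cpx (FBgn0041605), CG11151 (FBgn0030519) and ND-PDSW (FBgn0021967). The cpx intron on chromosome 3R, 117795 to 120850 (dm3), had a retained fraction of 0.195 ± 0.0778 in wild type and 0.94 ± 0.0141 in mutants (SD, n = 2 libraries each). Its log2 ratio rose by 5.60 (SE 0.435, limma adjusted p 0.0491). It held 102 and 37 intron-specific read pairs in the wild type libraries and 2701 and 3246 in the mutant libraries. A listed intron on the opposite strand, 3R 119090 to 119474, lies inside it and also gained spliced read pairs, from 13 and 6 to 424 and 510. Pairs spliced across the cpx intron itself numbered 6 and 4 in wild type and 4 and 5 in mutants. Whether read pairs were assigned by strand is not stated, so the cpx value is uncertain. The CG11151 intron, X 13633894 to 13633981, had a retained fraction of 0.12 in both wild type libraries and 0.715 ± 0.0636 in mutants (SD, n = 2), a log2 change of 3.62 (SE 0.245, limma adjusted p 0.0437). The ND-PDSW intron, 2L 3466229 to 3466315, had 0.22 in both wild type libraries and 0.755 ± 0.0212 in mutants (SD, n = 2), a log2 change of 3.27 (SE 0.195, limma adjusted p 0.0397).

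**Figure D1:**
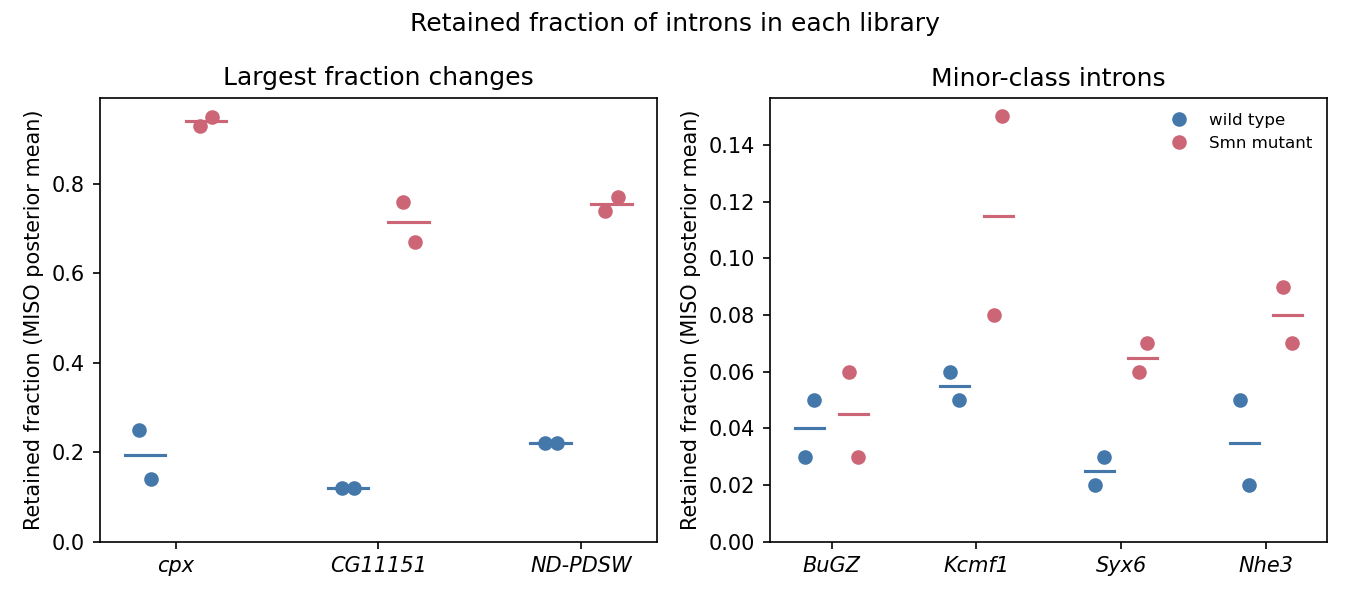
Retained fraction (MISO posterior mean, vertical axis from 0) of the 3 introns with the largest differences (left) and of 4 minor-class introns (right), with 1 point per library and a line at each group's mean. The mutant libraries lie above both wild type libraries for every intron drawn except BuGZ, and the fractions at right stay at or under 0.15.

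Retention was next compared over all 11481 tested introns. The median log2 ratio of retained to spliced read pairs was -1.62 and -1.46 in the wild type libraries and -0.88 and -1.02 in the mutant libraries. The group means were -1.54 ± 0.12 and -0.95 ± 0.10 (SD, n = 2 each), a difference of 0.59, larger than the spread within either group. The two-sided exact permutation p was 0.33, the smallest that 4 libraries allow. Both mutant libraries lay above both wild type libraries in 42.8% of the introns and below them in 11.9%, where chance gives 16.7% in each direction. By intron length, it was 0.77 for introns of at most 70 bases, 0.48 for those over 200 and up to 1000 bases, and 0.56 above that. Measured as the median retained fraction, it was 0.01 (0.03 and 0.04 in wild type, 0.05 and 0.04 in mutants), and the groups then touched (exact permutation p 0.667).

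**Figure D2:**
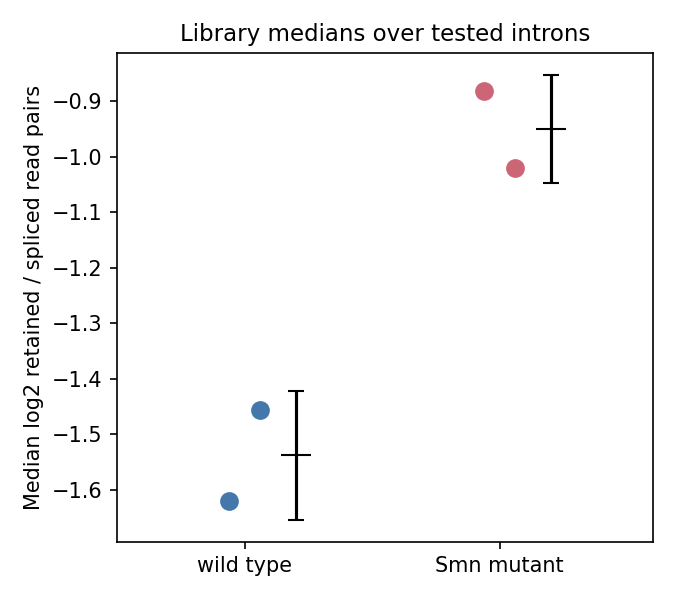
Median log2 ratio of retained to spliced read pairs over 11481 introns, with 1 point per library and the mean with SD (n = 2) beside each group. The mutant libraries, at -0.88 and -1.02, sit above the wild type libraries, at -1.62 and -1.46.

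The authors' own pairwise comparisons gave a Bayes factor per event. With a Bayes factor of at least 10 and a difference in fraction of at least 0.2 in the same direction in all 4 pairings, 183 retained introns were called, 152 higher and 31 lower in mutants. The same criteria called 12 skipped exons, 2 alternative 3′ splice sites, 13 alternative 5′ splice sites and 0 mutually exclusive exons. Single pairings called 522 to 723 retained introns. Of the 183 introns, 17 were also among the 45 of the limma fit. The Bayes factor compares a pair of libraries and takes no account of replicates.

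Minor-class introns were compared with the other introns. By their sequence, 7 annotated introns of the dm6 assembly were of this class, and 4 matched an event by exon and intron lengths. They lay in BuGZ (FBgn0032600), Kcmf1 (FBgn0037655), Syx6 (FBgn0037084) and Nhe3 (FBgn0028703). The Kcmf1 intron, 3R 4838028 to 4838558 (dm3), begins with ATATCCTTT and had a retained fraction of 0.055 ± 0.00707 in wild type and 0.115 ± 0.0495 in mutants (SD, n = 2). The Syx6 intron, 2R 7108127 to 7108432, begins with the same bases and had 0.025 ± 0.00707 and 0.065 ± 0.00707, a log2 change of 1.88 (SE 0.361). The Nhe3 intron, 2L 6681773 to 6681942, also begins with them and had 0.035 ± 0.0212 and 0.08 ± 0.0141. The BuGZ intron, 2L 16743571 to 16743759, begins with GTATCCTTT and had 0.04 ± 0.0141 and 0.045 ± 0.0212, and its libraries overlapped. None of the 4 passed the adjusted threshold, and Syx6 had the one unadjusted p under 0.05 (0.00617). As a set, the median log2 change was 1.45, against 0.59 for other introns, a difference of 0.86 that did not pass with camera (p 0.121). Under fry, which does not compare with other introns, the p was 0.00224, and with camera's estimated correlation it was 0.256. Without wild type replicate 2 the difference was 0.40 and without Smn mutant replicate 1 it was 1.42, so single libraries moved it. Spliced read pairs of the same introns were different in mutants by a median of -0.88 log2 units relative to other introns, which did not pass with camera (p 0.238) or fry (p 0.3326), and the difference was -0.45 without wild type replicate 2. A list of 18 genes written from memory had 34 introns tested for retention, minor-class or not. None passed when adjusted over the list alone (smallest limma adjusted p 0.065) or over all introns, and 8 had an unadjusted p under 0.05.

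Spliced read pairs per intron, which depend on transcript level and on the choice of splice sites, were tested with limma with its trend option over 9957 introns. Of these, 19 passed an adjusted p of 0.05, 6 higher and 13 lower in mutants, and 2482 had an unadjusted p under 0.05. Scaling to the total left the median intron 0.24 log2 units higher in mutants. Scaling by the median ratio removed this shift and called 42 introns, 7 higher and 35 lower, including all 19. The largest rise was in an intron without a gene match, 3R 11136022 to 11138134, with 3 and 2 spliced read pairs in wild type and 304 and 170 in mutants (log2 change 6.07, SE 0.416, limma adjusted p 0.0281). The size of that change depends on the pseudocount. The intron inside cpx followed, with a log2 change of 5.43 (SE 0.39). An intron shared by Sf3b3 (FBgn0035162) and lncRNA:CR45184 (FBgn0266694), 3L 827698 to 827876, rose from 5 in each wild type library to 196 and 167 (log2 change 4.83, SE 0.349), while log2 changes of the other introns tested in these genes ranged from -1.40 to 1.84. The largest fall was in an intron without a gene match, X 12384626 to 12384692, from 15801 and 10682 spliced read pairs to 14 and 63 (log2 change -8.96, SE 0.739, limma adjusted p 0.0375). An intron shared by Adh (FBgn0000055) and Adhr (FBgn0000056), 2L 14615644 to 14616302, fell from 4637 and 1836 to 18 and 11 (log2 change -7.86, SE 0.487, limma adjusted p 0.0281). An Adh intron with the same start, 2L 14615644 to 14616128, fell from 1887 and 812 to 9 and 5. Its log2 change was -7.63 (SE 0.469, limma adjusted p 0.0281), a larger fall than that of CG2233 below. Other introns of the same genes did not all fall. Intron 14616438 to 14616502 had 13622 and 1763 spliced read pairs in wild type and 10715 and 9895 in mutants (log2 change 0.85). Intron 14617644 to 14618069 had a log2 change of 0.07. CG2233 (FBgn0029990), X 7931246 to 7931294, fell from 1025 and 2244 to 12 and 17 (log2 change -6.90, SE 0.601, limma adjusted p 0.0375). The other 2 introns tested in CG2233 had log2 changes of -4.15 and -3.34 and did not pass.

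The wild type libraries differed from each other more than the mutant libraries did. Across introns, which are not independent replicates, the correlation of log2 spliced read pairs was 0.819 between the wild type libraries and 0.968 between the mutant libraries. Wild type replicate 1 correlated at 0.841 with each mutant library, and wild type replicate 2 at 0.699 and 0.694. The ratios of retained to spliced read pairs correlated at 0.972 between the wild type libraries and 0.982 between the mutant libraries. The pooled spread in the tests of spliced read pairs therefore came mostly from the wild type libraries, whose root mean square difference was 1.14 log2 units against 0.454 for the mutant libraries.

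Exon usage, the share of a gene's reads in an exon bin, was compared in 3 of the authors' deposited tables. In the authors' deposited table of mutants against wild type, 1571 of 52485 tested bins in 939 genes had an adjusted p under 0.05, 800 higher and 771 lower in mutants. The median absolute log2 fold of these bins was 0.26, and 151 of them lay in groups of overlapping genes merged by the authors. In 34 genes a bin had a p listed as 0 in the authors' deposited table, so the lowest p was tied, and the first 3 by identifier are given. The authors' deposited table gave a log2 fold of -1.58 for bin 6 of the merged genes FBgn0000044 (Act57B) and FBgn0065059. It was 1.43 in the authors' deposited table for bin 3 of bic (FBgn0000181) and 0.37 for bin 7 of Gpdh1 (FBgn0001128).

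The direction of these changes was set against normal larval development, from published libraries that the authors processed alike. In the authors' deposited tables, 505 bins in 284 genes differed between the third instar's puff stage 1-2 (3 libraries) and second instar (2 libraries), and 289 bins in 169 genes between the same puff stage libraries and the third instar at 12 hours (2 libraries). Of 8864 genes tested in the mutant and second instar tables, 121 were called in both, where 29.9 were expected by chance (odds ratio 7.12, Fisher's exact test, two-sided, p 2.43e-46). Stratified by expression, the odds ratio was 4.26. For the table of the third instar at 12 hours, 74 genes were called in both against 18.3 expected (odds ratio 6.88, p 1.53e-28), or 3.29 stratified by expression. A gene was called when any of its bins was, so genes of many bins are likelier to be called in both. Neither the expected numbers nor the strata took the number of bins into account. In 71 genes with a bin called in both the mutant and second instar tables, 32 bins were higher in mutants and lower at the later stage, 26 were lower in mutants and higher at the later stage, and 13 had the same sign in both. The odds ratio was 0.0505 (Fisher's exact test, two-sided, p 8.38e-08, or 1.68e-07 adjusted over the 2 stage tables). In 47 genes shared with the table of the third instar at 12 hours, 38 bins had opposite signs and 9 the same sign (odds ratio 0.056, p 3.13e-05). The stage tables share the puff stage libraries and are not independent of each other. The mutant table shares no library with them.

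**Figure D3:**
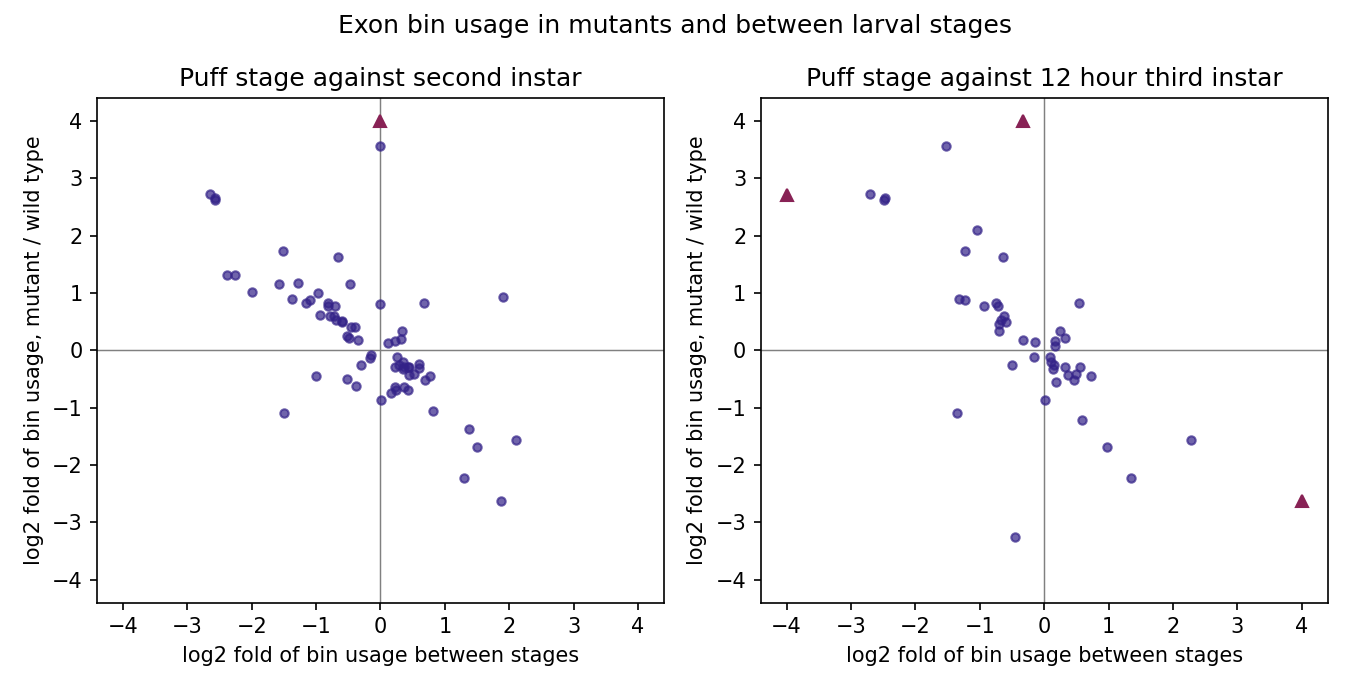
Log2 fold of exon bin usage between larval stages (horizontal axis) and between mutants and wild type (vertical axis), with 1 point per gene whose bin was called in both of the authors' tables, 71 genes at left and 47 at right. Triangles mark 1 and 3 bins whose values lie beyond 4 log2 units and are drawn at the limit; most points lie in the upper left and lower right parts.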

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

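Of 120 alternatives computed over 19 results, 88 kept the direction and the side of the threshold, or stayed within 1.5 times the count. For 9 results every alternative did so, among them the direction and overlap of exon usage between mutants and larval stages. Also among the 9 were skipped exons and alternative 3′ splice sites with limma, and mutually exclusive exons by Bayes factor, whose counts were 0 throughout. Counts that stayed at 0 enter both tallies. In a fit that detects few changes they say little about stability. The odds ratios of direction ranged from 0.0364 to 0.0544 for second instar and from 0.0312 to 0.0667 for the third instar at 12 hours. The alternatives with minimum numbers of read pairs of each isoform, with thinning of the median difference, with short introns only and with the wider sequence rule were added after the data or sequences were seen. Thinning of the count and the limit of 200 bases had been set earlier, for the tests of depth and of long introns.

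The count of 45 retained introns varied widely. It was 89 with at least 50 isoform-specific read pairs, 28 with no minimum, 262 with a pseudocount of 1, 0 without counting weights (2426 at an unadjusted p under 0.05), 97 among introns of at most 200 bases, 691, 528, 400 and 325 with a mean of at least 1, 5, 10 and 20 read pairs of each isoform, and 705 on the logit of the fractions. Of the 45, 23 were among the 705. The logit count may be affected by rounding, since 1839 introns had identical fractions within both groups. The size of any such effect on the count was not measured. Alternative 5′ splice sites went from 0 to 87 on the logit and 28 with the minimum of each isoform, and mutually exclusive exons from 0 to 1 with that minimum. Most calls in each of these fits of retained introns were of higher retention where any were made. The cause of the other changes was not tested.

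With a difference of at least 0.1, the authors' Bayes factor called 5 alternative 3′ splice sites, 23 alternative 5′ splice sites and 307 retained introns. The spliced read count of 19 became 9 with at least 50 read pairs, 0 with no minimum (3847 at an unadjusted p under 0.05) and 42 with median ratio scaling. At an adjusted p under 0.01 the authors' exon table held 985 bins. For minor-class introns the difference in retention of 0.86 did not pass with camera (p 0.121). Under the wider rule it was 0.78 and passed with camera (p 0.0429). Over the alternatives with camera its p ranged from 0.0429 to 0.534. The fry p of 0.00224 does not test this difference, since fry does not compare the set with other introns, which were also shifted upward. Spliced read pairs were lower in the minor-class introns and 0.0026 higher for the 25 introns of the gene list. That list is a different set, not limited to minor-class introns, so the 2 values are not alike. Leaving out 1 library at a time, the retention difference of minor-class introns ranged from 0.40 to 1.42, that of their spliced read pairs from -1.31 to -0.45, and the median over all introns from 0.51 to 0.67. Such fits leave a group with 1 library, so no test was made.

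Same-numbered libraries did not deviate together: the correlation across introns was -0.00163 for retention ratios, -0.0167 for spliced read pairs and between -0.0175 and 0.0165 for the other event types. No pairing by number was thus seen, but a shared effect smaller than the difference between the wild type libraries could be missed. With the replicate number as a block, 0 retained introns passed (2188 at an unadjusted p under 0.05), 376 introns passed for spliced read pairs (217 higher, 159 lower), and the 2 same-number comparisons alone called 20 alternative 5′ splice sites by Bayes factor. The block changed no other count by more than 1.5 times and no set test's call.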

Other observations

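The tests of genomic DNA, of transcripts inside long introns, of the thinned medians and of the wild type libraries were chosen after the results were seen, the wider set of minor-class introns after the sequences were seen, and the readings of the thinned count and of the DNA ratio were changed from the ones first set.

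The wild type libraries, collected at the same age, differed widely in transcript levels. Of 3501 genes with a spliced read value, 974 (27.8%) differed by at least 1 log2 unit between the wild type libraries, and 54 (1.54%) between the mutant libraries. In wild type replicate 2 relative to replicate 1, the log2 difference was -6.85 for FASN1, -4.77 for bgm, 4.91 for CG5966, 4.55 for CREG and 4.43 for BNIP3, genes picked after their values were seen. Sampling noise of shallow introns is argued against, since in the 2489 introns with the most read pairs the median absolute difference between the wild type libraries was 3.97 times that between the mutant libraries. A swap of a wild type with a mutant library is argued against by the correlation of 0.968 between the mutant libraries, above each correlation with a wild type library. A candidate explanation is that the larvae of wild type replicate 2 were in a fasting state. A list of 12 lipid synthesis genes had a median of -1.75 in replicate 2 relative to replicate 1, at percentile 0.01 of 10000 random lists matched on read depth, with 11 of 12 genes lower. Of 14 fasting and FOXO target genes, 9 had a value, with a median of 0.93, at percentile 99.6, and 6 were higher. The lists were written after the largest differences had been seen. Without the list members among the 20 largest differences, 10 lipid synthesis genes had a median of -1.42, at percentile 0.25. ACC, relative to the library median, was 0.83 in wild type replicate 1, -3.34 in replicate 2, and 1.33 and 2.00 in the mutant libraries. These values describe single libraries, so this remains a hypothesis. A difference in stage or handling, or a sample from outside the series, was not tested, and the design names no biological difference between replicates. The limma fits average these wild type libraries, so such a difference may mask or add differences between mutants and wild type. The Bayes factor comparisons do not average them, as each pairs a single wild type library with a single mutant library.

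The log2 ratio of retained to spliced read pairs was higher in mutants over most introns, and several explanations were weighed. The median change was 0.59 in read pairs but 0.046 on the logit of the authors' fractions. The same read pair ratio also moved toward the first isoform at alternative 3′ splice sites (0.45) and alternative 5′ splice sites (0.38). On the logit these were 0.079 and 0. Skipped exons (0.16) and mutually exclusive exons (-0.049) moved less. A cause shared by these event types was not tested. Genetic background linked to the Smn alleles on chromosome 3L would raise the share of called introns there, but it was 0.141% on 3L (3 of 2125) and 0.449% elsewhere (42 of 9356; Fisher's exact test p 0.0514). Background elsewhere in the genome stays open. Unequal depth would make the shift vanish when each event is thinned to its shallowest library, but the difference between the library medians was then 0.58 (median of 20 draws, 0.54 to 0.62). The count of called introns decided nothing about depth. It rose from 45 to 481 after thinning, while a median of 2175.5 introns were left without spread within either group, and it was 731 without those introns. With minimum means of 1, 5, 10 and 20 read pairs of each isoform it was 691, 528, 400 and 325 before thinning. Over the 20 draws it was then 0 in every draw, 0 to 2, 0 to 86 (median 5), and 0 to 137, the last with calls in 19 of 20 draws and quartiles of 68.25 and 107.75. Thinning also removes precision, so unequal depth stays open for these counts. Reads from genes within long introns are not the whole cause, as 19 of the 45 introns were at most 200 bases long. The bound of 1% set beforehand for such short introns was not reached (0.38%), and the share among longer introns was 0.401% (Fisher's exact test p 0.882), so that bound did not separate the outcomes. Among introns over 1000 bases, 7 of 16 called ones held another listed intron, against 25.8% of the others (Fisher's exact test p 0.147), so this stays open for long introns such as that of cpx.

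Genomic DNA or unspliced RNA in the mutant libraries could also raise retention. The extra intronic read pairs per kb were 1.496 times as high in the 5907 introns with the highest expression as in the 5908 with the lowest. The reading first set, a ratio under 3, would have counted this for DNA. That ratio does not separate an even addition from a proportional one, because the wild type density itself rose only 2.00 times between these sets, so for the overall shift DNA and slower splicing cannot be told apart. For the called introns an even addition is argued against, since 35 of 45 gained over 10 times the median of the set with the lowest expression. A different share of males and females was tested on the male exon of Sxl, the one event among those named for this test with 20 isoform-specific read pairs in every library. Its fraction was 0.07 and 0.16 in wild type and 0.23 in both mutant libraries, a log2 change of 2.57 in read pairs (SE 0.718, unadjusted p 0.0274, limma), with both mutants above both wild type libraries. The p adjusted over all skipped exons, the measure set beforehand, was 0.331. The change is in the direction of more males among the mutants, so a sex difference stays open. A retained intron event over the same exon, X 6981647 to 6986155, had fractions of 0.06 and 0.03 in wild type and 0.05 and 0.06 in mutants, which overlapped, and a log2 change of 2.24 in read pairs (limma adjusted p 0.139). It was not part of the test. The mutation itself and the developmental stage remain open as well, untested on intron retention.

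Exon usage in the mutants went against the direction of normal development. Slower development of the mutants predicted, before the tables were compared, an odds ratio under 1, and it was 0.0505 for second instar. The values are consistent with mutant larvae that resemble an earlier stage than wild type larvae of the same age. The same pattern could arise if a technical property of the libraries, such as read coverage along transcripts, differed in the same way in both sets, which was not tested. The authors' tables pool the wild type libraries, so a part played by the unusual wild type replicate 2 was not separable here.

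Minor-class introns offered a weak signal. All 9 tested introns of the wider rule had a higher log2 ratio of retention in mutants (0.35 to 2.72), where 69.9% of all tested introns did. The mean retained fraction of stas went the other way, 0.085 in wild type and 0.07 in mutants, with overlapping libraries. In 4 of 9 both mutant fractions lay above both wild type ones, against 29.1% of all tested introns, and a difference between these shares was not tested. The smallest limma adjusted p was 0.0712, in Tsp97E. The lowest log2 ratio change, in CG33108, rests on retained read pairs alone, since that intron had 0 spliced read pairs in every library. The median change in retention lay at percentile 95.8 of 10000 depth-matched sets of introns, and for the 4 introns of the first rule at percentile 91.45. With camera the wider rule, chosen after the sequences were seen, passed (p 0.0429). This was the lowest p of the camera alternatives, which ranged up to 0.534. Spliced read pairs were lower in 5 of the 8 wider-rule introns with a value. Their median lay at percentile 1.26 of depth-matched sets, and that of the 4 introns at 4.16, while camera (p 0.161) and fry (p 0.415) did not pass for the wider rule. In events of the remembered gene list, which were not limited to minor-class introns, the difference in spliced pairs was 0.00. The 18 genes listed from memory had 34 tested events, with a difference in retention of 0.35 that did not pass (camera p 0.137).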
